A study of Arabidopsis thaliana with 3 samples. Its data were reported in "The UBP5 histone H2A deubiquitinase counteracts PRCs-mediated repression to regulate Arabidopsis development" (2024).

How the data were processed

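Seedlings of an Arabidopsis line carrying UBP5-GFP under its own promoter in a ubp5 mutant were collected 12 days after germination. Per the labels, chromatin was cross-linked with 25 mM EGS and 1% formaldehyde and sheared to between 200 and 500 bp. IP was done with an antibody against GFP in 2 replicates, and 1 input was sequenced. Groups and replicate numbers were taken from the sample labels.

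The authors filtered the reads with SOAPnuke, aligned them to TAIR10 with Bowtie2, kept reads that aligned to a single place, and called peaks with MACS3 on paired-end fragments, separately for each replicate against the same input at a q-value of 0.01. Removal of duplicate reads was not stated for these libraries. In the deposited peak lists, the fold enrichment is a ratio of the IP pileup at the summit to the local level that the caller takes from the input, after scaling the larger library to the smaller. The deposited lists also give the −log10 of the p-value and of the q-value at the summit, which grow with depth, and an integer score that the authors' caller derives from the q-value and that was not used here. Because reads were kept only where they aligned to a single place, repeats that are near-identical are under-represented, and fold enrichment in repeats depends on the input there.

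Read totals were not analysed here. The depth was worked out from the peak lists: with the fold enrichment equal to the pileup plus 1 over the level plus 1, and the p-value a Poisson tail, the background level that gave the most peaks' p-values was found. That level fitted 87.5% of the peaks of replicate 1 and 84.4% of those of replicate 2. The pileups then fell on whole multiples of 1 fragment in replicate 1 and of 0.726 in replicate 2, that is, replicate 2 had been scaled down to the input. The levels in fragments were 44.0 and 168.3. They cover what the caller kept and depend on fragment length as well as on read number. The uniquely mapped read totals that the study lists differ between the replicates by a larger factor than these levels. Those totals also put replicate 1 above the input, although its pileups had not been scaled down. The cause was not tested. For peaks off the background, the local level was solved from fold enrichment and p-value.

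The reference used for gene annotation and sequence was the RefSeq TAIR10.1 assembly. All peaks on chromosomes 1 to 5 ended within its chromosome lengths, and these chromosomes are the ones analysed; mitochondrial peaks were kept apart, and no mitochondrial coordinates were matched to the reference. Gene counts use features annotated as genes, and 4843 pseudogenes were left out of them. Summits were classed in the order 5′ UTR, coding exon, 3′ UTR, exon of a non-coding gene, intron, 1000 bp upstream, 1000 bp downstream, and intergenic.

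Peaks were compared by overlap of at least 1 bp and against 1000 random placements within the same chromosome. Medians and motif shares at summits were compared by two-sided permutation tests with 100000 resamples, and gene sets by two-sided Fisher exact tests with 95% intervals. Adjusted p-values are Benjamini-Hochberg values within each family of tests. The 95% range of the correlations came from 1000 bootstrap draws over peaks. With 2 replicates, an SD is given and no test across replicates was made.

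The main settings and the alternatives were chosen before the data were examined: stricter thresholds on the q-value (1e-05 and 1e-20) and on fold enrichment (at least 3), the 5000 peaks of each replicate with the smallest q-values, overlap of at least 50% of each peak, summits inside each other's peaks, each replicate alone, random placement inside gene bodies, wider or narrower gene definitions, the 25% of shared peaks with the highest fold enrichment, another order of classes, longer and shorter motif words, odds ratios pooled over 10 strata of GC content or gene length, another promoter window, and other background windows at summits. The genes named in the text were fixed in advance as a list, plus the genes at the 5 common intervals with the largest lower fold enrichment of the 2 replicates. The list held 15 Polycomb genes, put together from general knowledge of these complexes, and further genes that the study names. Of the Polycomb genes, EMF1, MEA, FIS2, RING1A, RING1B, BMI1A and BMI1C are not named in the study. Genes that the study names without a locus were given one by hand, and these loci were later compared with the symbols and synonyms of the annotation. The list first gave GC4 the locus of GC6 (AT3G27530) by mistake; after the data were seen, GC4 was looked up by its symbol in the annotation. GC6 had a peak in replicate 1 only, with a fold enrichment of 1.71. The annotation gives no such name for BMI1B, BMI1C and PWO1, so their loci could not be compared. The other genes annotated with an ELM2 domain were named after their values were seen.

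Overlap, motif, distance and depth calculations were tested on simulated data with known answers. Placed overlaps of 59.6% over 10266 simulated peaks were recovered as 59.6%, a planted Telobox odds ratio of 2.77 over 27000 simulated genes as 2.78, and a background level of 50 over 8000 simulated peaks as 50.002. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9; overlaps were checked with bedtools 2.31.1. The nuclear copy of mitochondrial DNA was located with minimap2 2.31-r1302, and the strongest intervals were compared with each other with blastn 2.17.0.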

Results

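Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map where UBP5, a ubiquitin-specific protease of Arabidopsis, sits on chromatin. UBP5 was carried as a fusion to green fluorescent protein (GFP) and precipitated with an antibody against GFP from Col-0 background seedlings collected 12 days after germination. The series held 3 samples: 2 replicates of the UBP5-GFP immunoprecipitate (IP) and 1 input, the sheared chromatin before precipitation. No IP from plants without GFP was among them. UBP5 binding thus cannot be told apart from any IP background that the input does not show. A list of peaks was analysed for each IP replicate. The input was not analysed as a sample of its own and enters through the fold enrichment that the peak caller computed against it. Each peak's fold enrichment and q-value are the authors' values.

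Replicate 1 had 10266 peaks on chromosomes 1 to 5 and replicate 2 had 10898. The median peak width was 436 bp in replicate 1 and 473 bp in replicate 2, and the peaks covered 4.02% and 5.44% of the 5 chromosomes. The median fold enrichment over the input was 2.31 in replicate 1 and 1.92 in replicate 2. The median −log10 q was 12.8 in replicate 1 and 18.4 in replicate 2. The background level behind the peaks, worked out from each peak's fold enrichment and p-value, was a pileup of 44.0 fragments in replicate 1 and 168.3 fragments in replicate 2, a ratio of 3.83. At that background the lowest fold enrichment called as a peak was 1.53 in replicate 1 and 1.32 in replicate 2. The threshold on fold enrichment moved the number of peaks most: 2056 peaks of replicate 1 and 1010 peaks of replicate 2 had a fold enrichment of at least 3.

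To find the sites that both replicates shared, peaks that overlapped by at least 1 bp were paired. Of the replicate 1 peaks, 8887 (86.6%) overlapped a replicate 2 peak, against a mean of 9.61% in 1000 random placements on the same chromosomes. Of the replicate 2 peaks, 8548 (78.4%) overlapped a replicate 1 peak, against a mean of 8.87% in random placements. Both shares exceeded every random placement (one-sided empirical permutation p = 0.001 for each, the smallest that 1000 placements can give). The pairs defined 8889 common intervals. The share of replicate 1 peaks moved most when peaks in both lists needed a fold enrichment of at least 3, where it was 39.5% of 2056 peaks, against 80.2% of the 1010 replicate 2 peaks in the same setting. The share of replicate 2 peaks moved most at a q-value under 1e-20, where it was 57.5% of 5050 peaks.

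**Figure D1:**
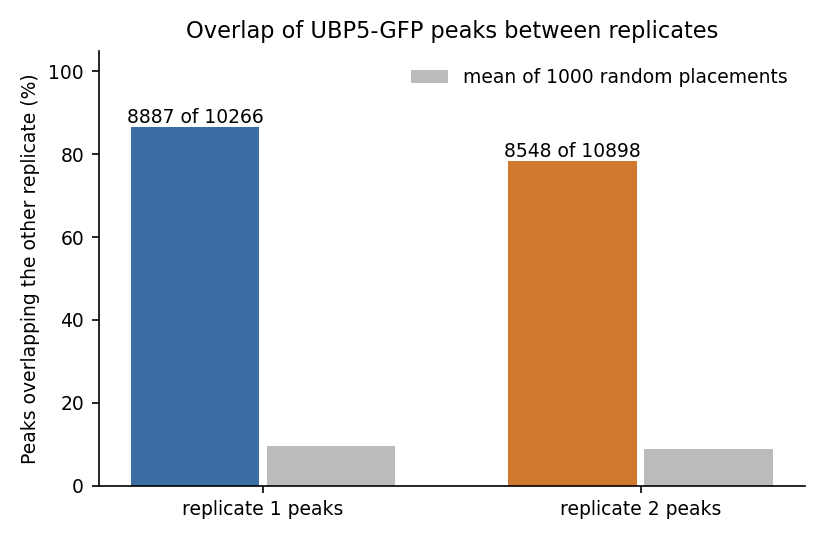
Share of each replicate's UBP5-GFP peaks (%, vertical axis) that overlapped a peak of the other replicate by at least 1 bp (coloured bars, with the number of peaks above) and the mean share in 1000 random placements (grey bars). The observed shares were 86.6% and 78.4%, and the random means were 9.61% and 8.87%.

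Across the 8887 shared peaks of replicate 1, each set against the replicate 2 peak it overlapped most, the log2 fold enrichments of the replicates had a Pearson r of 0.685 and a Spearman rho of 0.665. These are correlations across peaks, which are not independent replicates, and no p-value was computed. Both fold enrichments were taken over the same input. Across the 7583 pairs at the background input level in both replicates, a setting chosen after seeing the data, r was 0.895 and rho 0.857. The level that the IP pileup is divided by is constant there, which does not remove biases that both IPs share. With an overlap of at least 50% of each peak, r was 0.869. The fold enrichment was higher in replicate 1 for 89.2% of the pairs, with a median ratio of 1.23.

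Peaks with a partner were stronger than peaks without. In replicate 1 the median fold enrichment was 2.42 for 8887 shared peaks and 1.89 for 1379 unshared peaks, a log2 difference of 0.36. In replicate 2 it was 2.00 for 8548 shared peaks and 1.65 for 2350 unshared peaks, a log2 difference of 0.28. Both differences had a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give. The median −log10 q was 14.7 against 5.91 in replicate 1 and 21.1 against 9.72 in replicate 2. The unshared peaks of the replicates differed in place: 59.0% of those of replicate 2 and 2.18% of those of replicate 1 lay in gene-poor windows, which are windows of 500 kb whose protein-coding cover was under 0.5 of their chromosome's median.

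The next comparison asked which genes carried sites common to both replicates, taken here as occupied by UBP5. A gene counted as a target where its body overlapped a common interval by at least 1 bp. Of 33056 annotated genes on the 5 chromosomes, 8473 (25.6%) were targets. Of these, 7962 were protein-coding, which is 29.0% of the 27444 protein-coding genes. The target share was 9.14% among 3480 long non-coding RNA genes and 0.960% among 625 tRNA genes. Protein-coding targets had a median length of 2571 bp and protein-coding non-targets one of 1848 bp. The count moved most when the peaks in both lists needed a fold enrichment of at least 3, where it was 865 genes. When a summit of each replicate had to lie inside the gene body, the count was 8030 genes.

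The place of UBP5 within genes was taken from the summits of shared peaks. Coding exons held 44.6% ± 1.71 of the summits (mean ± SD, n = 2), against 27.8% in random placements within the same chromosome. Introns held 23.4% ± 0.457 (SD, n = 2) against 15.3%, and 5′ UTRs held 20.3% ± 0.343 (SD, n = 2) against 5.47%. The 3′ UTRs held 0.385% ± 0.0349 (SD, n = 2) against 5.75%, the 1000 bp upstream of genes 1.03% ± 0.0690 (SD, n = 2) against 15.1%, and the 1000 bp downstream 0.722% ± 0.0450 (SD, n = 2) against 6.35%. Exons of non-coding genes held 1.68% ± 0.0543 (SD, n = 2) against 1.32%, and 7.85% ± 1.80 (SD, n = 2) were in the intergenic class against 23.0%. Pseudogenes were not counted as genes, and 35.1% of the intergenic summits of replicate 1 (285 of 811) and 36.7% of those of replicate 2 (206 of 562) lay in annotated pseudogenes. Each of these 8 classes differed from its random mean by more than the SD of the shared summits. The two-sided empirical permutation p was 0.002 for each, the smallest that 1000 placements can give, and the Benjamini-Hochberg adjusted p over the 8 classes was 0.002. Shared peaks overlap between replicates by definition, so this SD understates the spread between replicates. With unshared peaks included, the intergenic share was 8.07% in replicate 1 (random 23.0%) and 19.7% in replicate 2 (random 23.1%). When the random summits were placed only inside gene bodies, the random share of coding exons was 49.97% and that of introns 27.4%, both above the observed shares, while the random share of 5′ UTRs was 9.85% and stayed below it. The observed shares still count summits outside genes in their total, and these random shares do not. A lower observed share of coding exons or introns thus does not by itself show depletion inside genes.

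**Figure D2:**
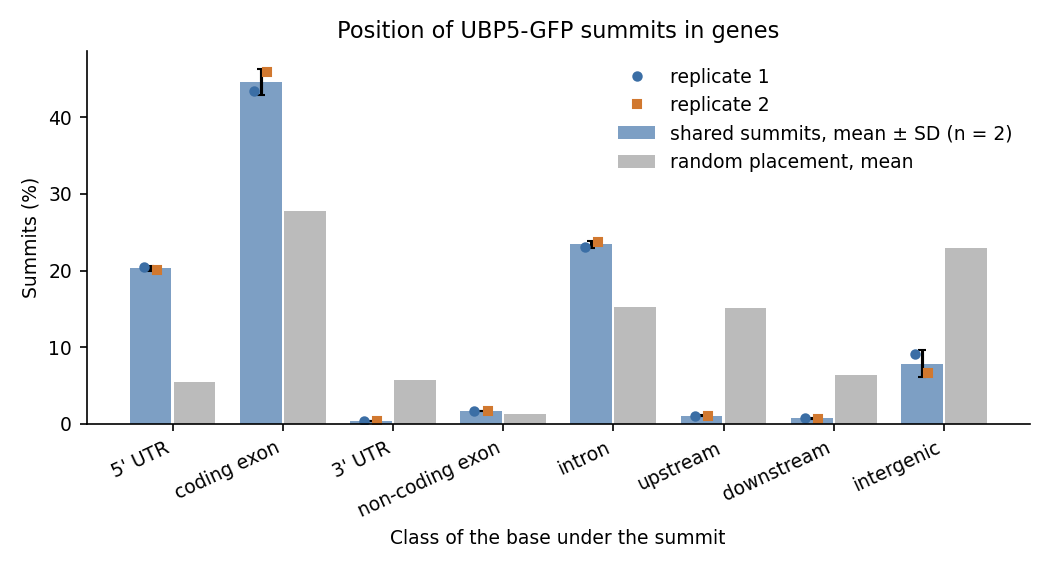
Share of the summits of shared UBP5-GFP peaks (%, vertical axis) in each class of annotated base (horizontal axis). Blue bars are the mean of 2 replicates with SD error bars, the points are the replicates, and grey bars are the mean of 1000 random placements; the 5′ UTR bar stood at 20.3% against 5.47%.

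Summits were concentrated just downstream of transcription start sites (TSSs). The share of summits that lay 0 to 500 bp downstream of the nearest protein-coding TSS was 72.0% ± 2.58 (SD, n = 2), against 11.2% in random placements (two-sided empirical permutation p = 0.002). The median signed distance was 317.8 bp ± 3.89 (SD, n = 2) downstream, and the random median was 315.7 bp, so the median alone did not differ from random placement (two-sided empirical permutation p = 0.893). The spread around the median did: the middle 50% of the replicate 1 summits lay between 225 and 443 bp downstream, and the middle 50% of 1 random placement lay between -971.5 and 1599.5 bp.

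**Figure D3:**
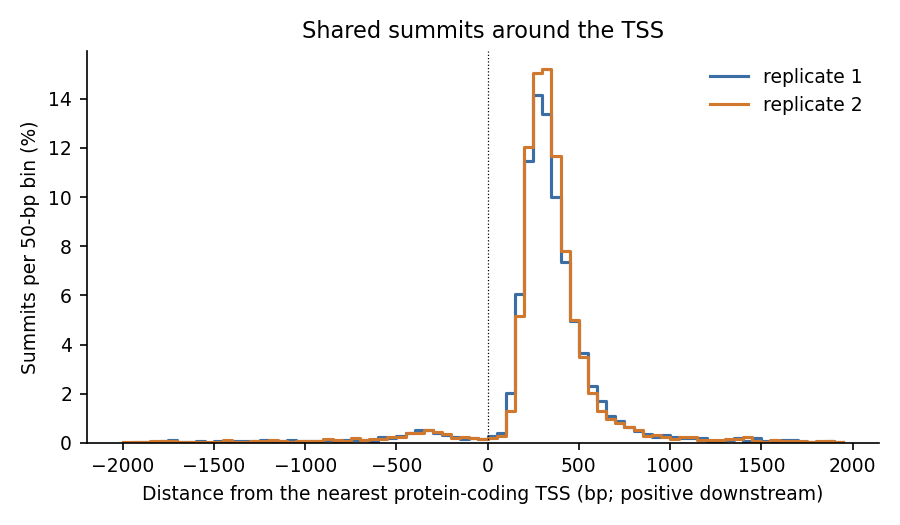
Share of shared summits in bins of 50 bp (%, vertical axis) by distance from the nearest protein-coding TSS (bp, horizontal axis, positive downstream), with a line for each replicate. The fullest bin started 250 bp downstream in replicate 1 (14.2% of summits) and 300 bp downstream in replicate 2 (15.2%).

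Telobox and GAGA motifs have been linked to the recruitment of Polycomb repressive complex 2 (PRC2), and the study searched for sequence motifs at UBP5 sites. Here each motif was a fixed word, AAACCCTA for the Telobox and GAGAGAGA for GAGA, counted on either strand from 500 bp upstream to 250 bp downstream of the TSS. The Telobox was present in 2015 of 7962 protein-coding targets (25.3%) and in 2542 of 19481 non-targets (13.0%). The odds ratio was 2.26 with a 95% interval from 2.11 to 2.41 (two-sided Fisher exact test p = 2.28e-127, Benjamini-Hochberg adjusted p = 6.84e-127 over 3 tests on target genes). GAGA was present in 2345 targets (29.5%) and 4528 non-targets (23.2%), an odds ratio of 1.38 with a 95% interval from 1.3 to 1.46 (two-sided Fisher exact test p = 1.49e-26, adjusted p = 2.24e-26). Genes are not independent replicates of the experiment, so these tests describe the gene set. In the 250 bp upstream of the TSS alone, neither word was more frequent in targets: the odds ratio was 0.935 for the Telobox and 0.930 for GAGA. In the 250 bp downstream of the TSS, a window chosen after seeing the data, the odds ratios were 3.604 and 1.48.

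At the summits, the Telobox was found within 100 bp of 15.5% of the shared summits of replicate 1 and 15.9% of those of replicate 2, against 2.22% and 1.99% of the windows 1000 bp to each side. GAGA was found within 100 bp of 6.65% of the replicate 1 summits and 6.66% of the replicate 2 summits, against 2.39% and 2.56% of the windows to each side. All 4 differences had a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give, and the same value after Benjamini-Hochberg adjustment over the 4 tests. Against positions at the same distance from the TSS of non-target genes, the Telobox share stayed higher in both replicates (4.03% and 3.66% at the matched positions), while GAGA was as frequent at the matched positions (6.67% for replicate 1 and 6.82% for replicate 2; two-sided permutation p = 0.976 and 0.694).

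**Figure D4:**
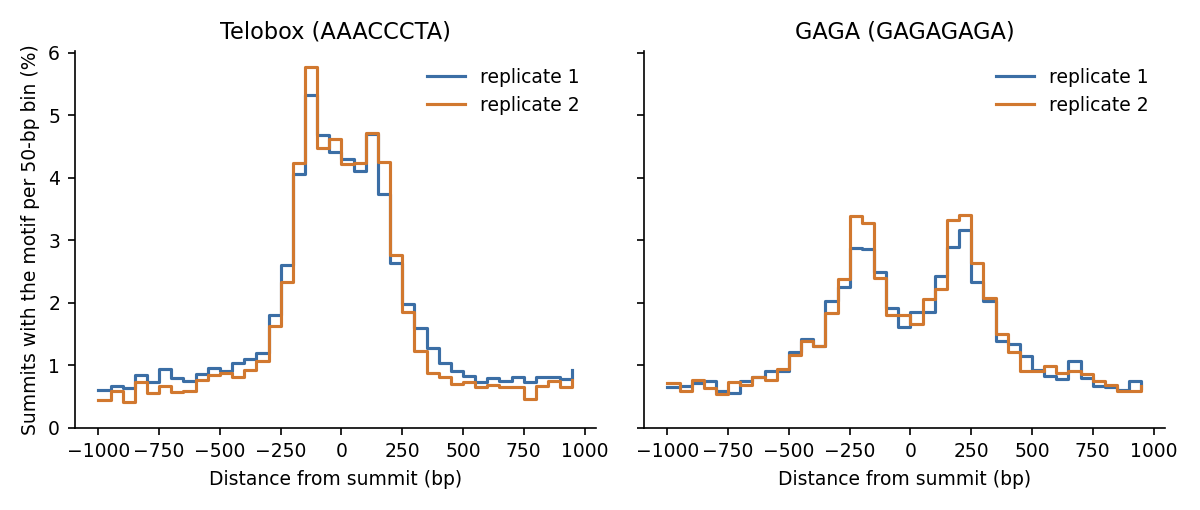
Share of shared summits with the motif in bins of 50 bp (%, vertical axis) by distance from the summit (bp, horizontal axis), for the Telobox on the left and GAGA on the right, with a line for each replicate. The Telobox was most frequent within about 200 bp of the summit, and GAGA was lower at the summit, with 1.86% in the bin from 0 bp in replicate 1, than in the bin from 200 bp, with 3.17%.

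The study named genes of Polycomb components among those bound by UBP5. Of a list of 15 genes of PRC2, PRC1 and associated proteins, 9 (60.0%) were targets, against 29.0% of the other 27429 protein-coding genes (odds ratio 3.67, 95% interval from 1.31 to 10.3; two-sided Fisher exact test p = 0.0179, adjusted p = 0.0179 over the 3 tests on target genes). The list is not independent evidence, since the study picked 6 of the genes on these samples. All 6 were targets here, so leaving them out lowers the odds ratio by construction. Of the 9 genes that are left, a setting chosen after seeing the data, 3 were targets (33.3%). Among the 15 genes, EMF1 (AT5G11530; chromosome 5, 3695792 to 3701549, TAIR10) had the highest fold enrichment, 4.27 in replicate 1 and 3.397 in replicate 2, with summits in the 5′ UTR 337 and 349 bp downstream of the TSS. BMI1B (AT1G06770; chromosome 1, 2078880 to 2082097) followed with 4.09 and 2.79, also with summits in the 5′ UTR in both replicates. The targets CLF, SWN, EMF2, VRN2, FIE, MSI1 and BMI1A had fold enrichments from 2.11 to 2.49 in replicate 1 and from 1.71 to 2.29 in replicate 2. MEA, FIS2, RING1A, RING1B, BMI1C and LHP1 had no peak in either replicate.

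Among the other genes named in advance, UBP5 itself (AT2G40930; chromosome 2, 17076311 to 17082528) carried a peak with a fold enrichment of 3.17 in replicate 1 and 2.78 in replicate 2, with a summit in a coding exon 360 bp downstream of the TSS in both; the input level behind that peak was 5.76 and 5.64 times the background. Of the developmental genes that the study names, all were targets: SAMBA (AT1G32310) had a fold enrichment of 4.43 in replicate 1 and 3.49 in replicate 2, GC4 (AT2G46180) 4.14 and 3.15, GAF1 (AT5G59980) 4.00 and 2.902, UPP (AT3G53900) 1.93 and 1.76, and ACT1 (AT2G37620) 1.91 and 1.63. The study presents these genes as UBP5 targets, called on these samples, so their being targets here is not independent evidence. AT4G39560, which the study used as a UBP5 target locus in ChIP with quantitative PCR, had 5.40 and 5.59. UBP12, UBP13, NDA2, AT1G03760 and AT3G61320 were targets with fold enrichments from 2.45 to 3.47 in replicate 1 and from 1.89 to 2.89 in replicate 2. Of these, the study had chosen NDA2, AT1G03760 and AT3G61320 from among its UBP5 targets. No peak was called at PWO1 (AT3G03140), the gene of a protein partner of UBP5. AT3G13310 had a peak in replicate 1 only, with a fold enrichment of 1.80 and a −log10 q of 4.83. The study used this gene as a negative control in its UBP5 ChIP with quantitative PCR, having seen no peak there in a browser. AT5G13440 had a peak in replicate 2 only, with a fold enrichment of 1.59. In the study AT5G13440 was a negative control for a histone mark, H3K27me3.

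The strongest common interval by the lower fold enrichment of the 2 replicates lay on chromosome 2 from 1046786 to 1047766 (TAIR10), with 18.2 in replicate 1 and 15.3 in replicate 2 and summits in an intron of AT2G03470, a gene annotated as encoding an ELM2 domain-containing protein. The next, on chromosome 1 from 4748104 to 4750044, had 17.8 and 14.3, with summits in an intron of AT1G13880, also annotated with an ELM2 domain. The study used AT1G13880 as a UBP5 target locus in ChIP with quantitative PCR. The third, on chromosome 1 from 9184620 to 9185564, had 12.0 and 10.4, with summits in the 5′ UTR of AT1G26580, another gene annotated with an ELM2 domain. The fourth lay in SKP1 (AT1G75950; chromosome 1, 28516613 to 28517619) with 10.9 and 8.58, and the fifth in SMC2 (AT5G62410; chromosome 5, 25055947 to 25056752) with 10.4 and 8.51.

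**Figure D5:**
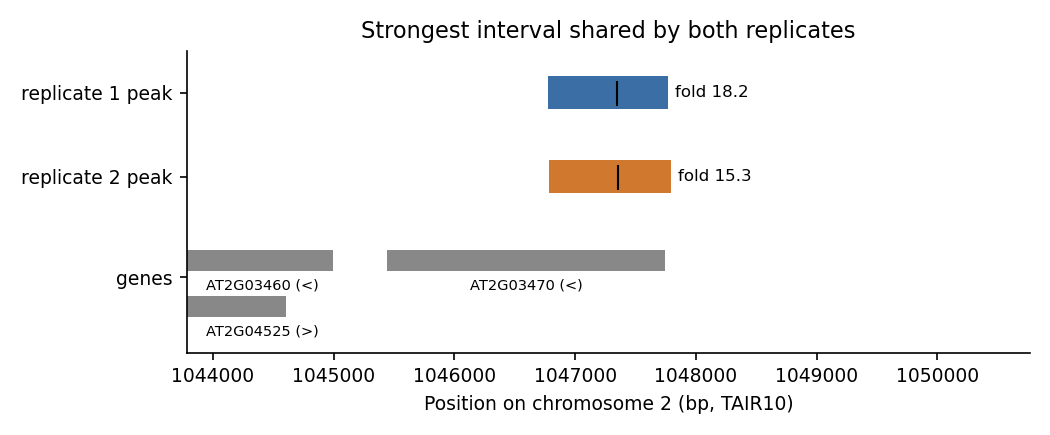
Map to scale of the strongest common interval on chromosome 2 (horizontal axis, bp, TAIR10), with the peak of each replicate, its summit as a black tick and its fold enrichment of 18.2 or 15.3, and the annotated genes with at least 500 bp in view (grey; > or < marks the strand). Both summits lay inside AT2G03470, which is on the minus strand.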

Values the study reported

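The study reported 8983 direct target genes of UBP5, or about 27% of the genes of Arabidopsis. It placed about 51% of the binding sites in exons and about 23% in 5′ UTRs.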

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

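Both tests in this part were chosen after the result was seen. The report uses chromosomes 1 to 5 and leaves out the mitochondrial genome, where replicate 2 had 63 peaks called above the input and replicate 1 had 1. The replicate 2 peaks had a median fold enrichment of 1.43, with a range from 1.21 to 2.15, and covered 91.7 kb in all; the single replicate 1 peak had 1.55. Depth was tested first as a technical explanation: if the deeper library alone made the difference, most of these peaks would have a fold enrichment below the lowest that replicate 1 could have called at the same input level. Only 31.7% of them (20 of 63) did, which argues against depth as the whole cause. Reads shared with a nuclear copy of mitochondrial DNA may also contribute. Mitochondrial sequence matched chromosome 2 from 3250465 to 3509757 (TAIR10.1), and there the replicate 2 peaks without a partner were 2.62 times as dense as in the other gene-poor windows (169.7 against 64.8 per Mb). Signal that passes from the nuclear copy to the mitochondrial genome, and signal that passes the other way, would both give this, so they cannot be told apart from peak lists. The design has no group that separates the replicates, and no biological explanation was tested.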

How the results depend on the processing

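Some alternatives were chosen after seeing the data. They were the 250 bp downstream of the TSS and the Polycomb list without the 6 genes picked on these samples. Peaks outside gene-poor windows, and shared peaks at the background input level in both replicates, were also chosen then. So were replicate 2 peaks held to the lowest fold enrichment called at background in replicate 1. No paired analysis was possible because the peaks come from 2 replicates of a single group.

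The overlap of the replicates exceeded random placement under every alternative tried. Without gene-poor windows, 85.5% of replicate 1 peaks and 89.1% of replicate 2 peaks were shared. With replicate 2 held to the lowest fold enrichment of replicate 1, the shares were 81.0% and 83.0%. The higher fold enrichment of shared peaks held under both other definitions of sharing. The place of the unshared peaks of replicate 1 did not hold: 2.18% lay in gene-poor windows by the 1 bp definition, 24.2% with an overlap of at least 50% of each peak and 16.4% with summits inside each other's peaks. For replicate 2 the shares were 59.0%, 58.4% and 56.8%. The cause was not tested.

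Counts followed the threshold, since fewer peaks pass a stricter one. At a fold enrichment of at least 3 there were 2056 and 1010 peaks in replicates 1 and 2, 812 common intervals and 865 target genes. At a q-value under 1e-20 there were 3086 and 5050 peaks, 2951 common intervals and 2948 target genes. With the 5000 peaks of each replicate with the smallest q-values there were 3980 common intervals and 3895 target genes. The other alternatives for target genes stayed within 1.5 times the main count, and each replicate alone gave from 9211 to 9890 genes.

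The correlation of fold enrichment depended on which pairs entered. At a fold enrichment of at least 3, r was 0.836 and rho 0.788; with an overlap of at least 50% of each peak, r was 0.869 and rho 0.827; with −log10 q in place of log2 fold enrichment, r was 0.509 and rho 0.719; across shared peaks at the background input level in both replicates, r was 0.895 and rho 0.857. The cause was not tested.

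For the place of the summits, random placement inside gene bodies put the shares of coding exons (44.6%), introns (23.4%) and exons of non-coding genes (1.68%) below the random shares, where they had been above. All random summits then lie in genes, while the observed shares still count summits outside genes in their total, so the shares are not like for like. The shares upstream (1.03%), downstream (0.722%) and intergenic (7.85%) came out above the random ones by construction, since such placements leave those classes at about 0. At a fold enrichment of at least 3, the share in exons of non-coding genes was 1.73% and no longer differed from random placement (two-sided empirical permutation p = 0.144). Each replicate alone, with its unshared peaks included, gave from 16.6% to 20.2% in 5′ UTRs, from 39.4% to 44.1% in coding exons, from 0.380% to 0.440% in 3′ UTRs, from 1.57% to 1.72% in exons of non-coding genes, from 19.7% to 23.6% in introns, from 1.14% to 1.44% upstream, from 0.779% to 1.08% downstream and from 8.07% to 19.7% between genes; the highest intergenic share came from replicate 2 alone. Among the 25% of shared peaks with the highest fold enrichment, the replicates disagreed on the intergenic class. Its share was 0.976% in replicate 1 and 12.9% in replicate 2 (SD 8.45, n = 2). The replicates were closer in other settings. At a fold enrichment of at least 3, the intergenic share was 1.35% in replicate 1 and 1.36% in replicate 2. With an overlap of at least 50% of each peak it was 3.02% and 3.05%, and with the top 5000 peaks 8.04% and 6.28%. The share 0 to 500 bp downstream of a TSS was from 61.3% to 70.0% for each replicate alone, and kept its call in the other alternatives.

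The median distance to the TSS, which did not differ from random placement, changed its side of the random median at a fold enrichment of at least 3 (289 bp), with the top 5000 peaks (305 bp), and with the 25% of shared peaks of highest fold enrichment (297.2 bp), without passing the threshold. Against random placement inside gene bodies the same 317.8 bp lay below the random median of 765.1 bp (two-sided empirical permutation p = 0.002).

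Both motifs lost their association with targets in the 250 bp upstream of the TSS, with odds ratios of 0.935 for the Telobox (p = 0.304) and 0.930 for GAGA (p = 0.255) in two-sided Fisher exact tests, and kept it under the other alternatives. GAGA fell to 1.16 when pooled over strata of gene length, and the Telobox was from 1.88 to 3.604 outside the upstream window. At summits, GAGA differed from matched positions of non-target genes by -0.0225 percentage points in replicate 1 and -0.164 in replicate 2, while the Telobox kept its excess.

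The Polycomb list lost significance at a fold enrichment of at least 3 (odds ratio 2.31) and with the top 5000 peaks (1.63). Without the 6 genes picked on these samples the odds ratio was 1.22. This fall follows from construction, since all 6 are targets. SWN and LHP1, which the study also names, were not left out. With 15 genes the 95% interval is wide, and the number of genes limits this result.

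Depth limits the comparison of the replicates: no site of replicate 1 at its background was called below a fold enrichment of 1.53, while replicate 2 had sites down to 1.32.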

Other observations

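The tests of the mitochondrial, gene-poor, telomeric and UBP5-locus patterns in the closing section, and the choice of the ELM2 genes as a set, were made only after those patterns were seen; the tests of the motifs, of fold enrichment against Telobox copies and of targets without a summit were planned before their results were seen, except that the list of ribosomal protein and histone genes was corrected after a first result, because the first search of gene names had missed most of them.

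The input level at the UBP5 gene stood out. The level behind its peak was 5.76 times the background in replicate 1 and 5.64 times in replicate 2, while the nearest peaks more than 10 kb away on each side were at the background in both. Outside gene-poor windows, at most 0.0751% of the peaks of a replicate had a level as high (7 of 9323 in replicate 1 and 6 of 8824 in replicate 2). The line carries a UBP5-GFP construct in addition to the native locus, from which the ubp5 mutation deleted a part. Extra copies of the gene from that construct are a candidate explanation for the raised input. The fold enrichment of 3.17 and 2.78 at UBP5 is already relative to this level, so copy number alone does not account for it. Whether the peak lies in the deleted part was not checked, and reads there were not assigned to the construct or to the native gene.

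The 3 strongest common intervals all lay at genes annotated with an ELM2 domain: AT2G03470, AT1G13880 and AT1G26580, which ranked 1, 2 and 3 by fold enrichment in each replicate. Of the 5 genes annotated with this domain, all 5 were targets, and the other members, AT2G46040 and AT4G11400, had fold enrichments of 2.71 and 1.87 in replicate 1. Reads shared between paralogs were tested as a technical explanation. The longest stretch that any of the 3 intervals shared at 95% identity was 17 bp, too short for fragments of one locus to align to another, and the level behind all 3 peaks was the background. That argues against shared reads. Whether the order reflects a feature of these genes was not tested, and the set was noticed in the same data.

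Replicate 2 had 2350 peaks without a partner, and 1387 of them (59.0%) lay in gene-poor windows, which made up 21.0 Mb of the 119.1 Mb analysed. Depth was weighed as a technical explanation: 21.3% of the 1387 had a fold enrichment below the lowest that replicate 1 could have called, so depth alone does not account for most of them. Regions with a raised input were weighed next. Among replicate 2 peaks at the background input level, 74.9% of those in gene-poor windows (691 of 923) and 9.49% of those elsewhere (785 of 8273) had no partner, so the pattern was present without a raised input. Among peaks with a raised input level, 60.5% of those in gene-poor windows and 32.3% of those elsewhere had no partner, and the odds ratio pooled over 10 strata of input level was 4.79, with a 95% interval from 3.73 to 6.15. Peaks of a similar input level thus differed as well, which argues against the input level as the cause of the pattern. The input level was above the background in 50.2% of the unpartnered and 66.2% of the shared replicate 2 peaks in gene-poor windows, and in 18.5% of the unpartnered peaks elsewhere. Replicate 2 also had 156 peaks wider than 2500 bp, against 8 in replicate 1. A difference between the preparations of the replicates stays open, since the labels give no batch, and no biological explanation was tested.

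The end of chromosome 2 carried a peak in both replicates, from 19698035 to 19698282 in replicate 1 and from 19698015 to 19698284 in replicate 2, within 7 and 5 bp of the end of the assembled chromosome. The stretch held 34 and 36 Telobox copies. Collapsed copies of the telomeric repeat would raise the IP and the input alike; the input level was 2.71 and 2.86 times the background, and the fold enrichment over it was 8.07 in replicate 1 and 8.32 in replicate 2, which argues against copy number as the whole cause. Since the assembly holds little telomeric sequence, the peak may be one edge of a longer signal, which was not tested.

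The largest −log10 q values were mostly in gene-poor windows with a high input level and not at the sites of highest fold enrichment. All 20 of the top 20 peaks by q in replicate 1 and 19 of the top 20 in replicate 2 lay in gene-poor windows, with a median fold enrichment of 2.14 and 2.46 and a median input level of 145.2 and 89.8 times the background.

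The Telobox association was set against 3 technical readings. Of the 279 other words made of the same letters, 0 had an odds ratio as high as that of the Telobox; their median was 0.921, and the highest, 2.25 for AACCCTAA, is the same repeat shifted by a base. Base composition is therefore an unlikely source. Genes of ribosomal proteins carried the Telobox often (211 of 344), but without them and the histone genes the odds ratio was 2.35, with a 95% interval from 2.20 to 2.51. Of the ribosomal protein genes 31.7% were targets, against 28.9% of the genes outside both families, so frequent Teloboxes came with few more targets there. Fold enrichment also rose with the number of Telobox copies within 100 bp of the summit: its median in replicate 1 was 2.38 with 0 copies, 2.65 with 1 copy and 2.74 with 2 or more, and in replicate 2 it was 1.97, 2.17 and 2.47. The rank correlation across peaks within strata of GC content was 0.154 and 0.142 (two-sided permutation p = 1e-05 for each, the smallest that 100000 resamples can give), so GC content does not remove it. A link between the Telobox and UBP5 occupancy is thus a hypothesis that these technical tests leave standing. Gene activity was not measured in these samples and could underlie it. Without an IP from plants without GFP, IP background was not tested either.

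GAGA behaved otherwise. Of the 69 other words made of the same letters, 7 had an odds ratio as high as that of GAGAGAGA. This is above a limit of 5% of the words, so base composition was not ruled out as a source. The limit was not part of the prediction, which spoke only of many words. The median odds ratio of the other words was 1.20. The share of summits with GAGA was at most 0.997 times that at the same distance from the TSS of non-target genes, so the excess of GAGA at summits over the windows 1000 bp away is in line with a feature of the region around the TSS. That does not account for the higher frequency of GAGA in targets, where the odds ratio was 1.38 in the main window and 1.48 in the 250 bp downstream of the TSS. In the profile around the summits, GAGA was found in 1.66% of the replicate 2 summits in the bin from 0 bp and in 3.404% in the bin from 200 bp, and no explanation of this dip was tested.

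Of the target genes, 294 had no shared summit of either replicate in their body. For 245 of them (83.3%) the nearest shared summit of replicate 1 lay in another annotated gene. Of all shared summits of replicate 1, 89.0% lay in an annotated gene, so this share decides nothing about peaks of a neighbouring gene that reach into them, and that explanation stays open. Of the 294 genes, 135 were protein-coding.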
